A study of Mus musculus with 5 samples. Its data were reported in "HDAC1 modulates OGG1-initiated oxidative DNA damage repair in the aging brain and Alzheimer’s disease" (2020).

How the data were processed

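RNA-seq was performed on hippocampal tissue of mice aged 3 months. The samples were 2 control mice, which carried the floxed *Hdac1* allele without deletion (*Hdac1* f/f), and 3 *Hdac1* conditional knockout (cKO) mice, in which the gene was deleted in the brain. Groups and replicate numbers were taken from the sample titles, and all 5 samples had a group. The deposited values are FPKM, which the authors obtained with Cufflinks 2.0.0 after aligning the reads to the mouse genome (UCSC mm9) with Tophat2. FPKM counts sequenced fragments per kilobase of transcript, scaled to the mapped fragments of each library. Libraries were made from total RNA with an Illumina TruSeq kit and sequenced on a HiSeq 2000 instrument. The authors' expression threshold for a differential gene was a fold change of at least 1.5 with P under 0.05, and the test behind that P was not named. Whether counting used the strand of the reads was not stated.

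FPKM are normalized values and not read counts, so count-based tests were not used. Each file listed 23361 gene symbols, none repeated, and 21207 of them (90.8%) matched a symbol in the GENCODE vM1 annotation of the NCBIM37 assembly, which is the same build as mm9. Coordinates are given 1-based in that build. Genes with a mean of at least 1 FPKM over the 5 libraries were tested, which left 12740 genes. The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(FPKM + 1), with genotype as the only term, all 5 libraries in one fit and two-sided p-values. Adjusted p-values are Benjamini-Hochberg values from limma over all tested genes unless a list is named. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Lists of genes were compared by the mean log2(FPKM + 1) of their tested members in each library, with a two-sided exact permutation test over the 10 splits of the 5 libraries into 2 and 3. The smallest p this design allows is 0.1. The median log2 fold change of each list was also placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries.

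The control and cKO samples share replicate numbers in their titles, and the pairing used for the replicate block comes from those numbers alone. In that fit replicate 3 has no control, so the estimates rest on the pairs numbered 1 and 2. A further block was found in the values. Genes with a mean under 0.3 FPKM hold few fragments, so the ratio between libraries should fall on repeated steps where the libraries were quantified with the same effective gene lengths. The share of such genes with a ratio inside the fullest window of 0.05 log2 units was measured for each pair of libraries, and libraries sharing over 10% were placed in one set. These settings were chosen after looking at the values, and the set of libraries as a block is therefore an alternative chosen after seeing the data.

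The files give no read totals. The study states a mean yield of reads per sample but no total for each library, so depth was estimated from the same steps. In genes with a single annotated transcript of at least 1 kb, the most common value of FPKM times transcript length was read as the value of 1 fragment. These estimates rest on 30 to 77 genes inside the window per library and are approximate. No confidence interval was derived from them.

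The tested comparisons, the gene lists of the report, the genes named one by one and all alternatives but those described as added later were fixed before the data were examined. Named genes were *Hdac1*, *Hdac2*, *Hdac3*, *Hdac8*, *Ogg1*, *Kl* and 7 genes whose promoters the study had probed. To these were added the 5 largest increases and the 5 largest decreases among genes past the threshold whose libraries did not overlap between groups, leaving out microRNA and snoRNA symbols starting with Mir or Snor and predicted gene symbols (Gm with a digit, LOC, or ending in Rik). Every other gene named in the text was chosen after its values were seen. Near-identical copies were searched with BLAST 2.17.0 between the longest transcripts of at least 200 nt (at least 95% identity over at least 200 nt). Overlapping exons of named genes were read from the annotation, and 7 of 30 named genes with coordinates share exonic sequence with another gene.

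Alternatives were a pseudocount of 0.1, no filter on FPKM or a minimum mean of 5, rescaling by median-ratio size factors, quantile normalization, rescaling to a common total (TPM), no variance trend, no moderation of variances, removal of short RNA genes, the replicate block, leaving out each library in turn, and stricter thresholds. The rule fixed for short RNA genes was too broad. Its prefix Rn also removed 89 coding genes (such as *Rnf* genes) among 126 genes, so a narrower symbol rule was added after seeing the data. The narrower rule still takes 3 long RNA genes (*Rn45s*, *Mir22hg* and *Mirg*). Counts of short RNA genes leave these 3 out. The fit was tested on simulated values for 12740 genes with 200 of them changed, by 1 or 2 on the log2 scale. It recovered 99.5% of the changed genes at the threshold with 40 false calls, and 99% at an adjusted p of 0.05 with 214 calls of which 16 were false. The simulation had independent noise and no difference between sets. Its noise followed the moderated variances of the fit itself, so it obeyed the model under test. The simulated changes were also larger than the median of 0.767 among the genes past the threshold in the data. These rates therefore do not describe recovery in the 5 libraries. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene ontology terms, aged mice and chromatin data were not analysed here.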

Results

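Gene expression was measured by RNA-seq in the hippocampus of 3-month-old mice. HDAC1 is a class I histone deacetylase, an enzyme that removes acetyl groups from histones, and the cKO mice lack its gene in neurons and astrocytes. The 2 groups were control (*Hdac1* f/f, n = 2) and *Hdac1* cKO (n = 3). The libraries held 582920 and 565363 FPKM in total in control replicates 1 and 2, and 636705, 586283 and 582333 FPKM in cKO replicates 1, 2 and 3. Between 12680 and 12745 genes reached 1 FPKM in each library. The highest gene in every library was *Rmrp*, a short non-coding RNA, with 6.79% to 10.7% of the total FPKM. The estimated depth was 6690000 and 6600000 fragments in the controls and 6770000, 5140000 and 6310000 fragments in the cKO libraries, each rounded. At that depth a transcript of 2 kb at 1 FPKM corresponds to 10.3 to 13.5 fragments, so values near 1 FPKM carry a large counting error, most of all in cKO replicate 2.

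The libraries fell into sets that cross the genotypes. Control 1 and cKO 1 shared steps in their low FPKM values, as did control 2, cKO 2 and cKO 3. Within these sets 24.6% to 28.4% of low genes lay in the fullest window of the ratio between libraries (4 pairs), against 3.71% to 4.64% for the 6 pairs across sets. With genotype in the model, 394 genes differed between the sets at an adjusted p under 0.05, and 2912 at an unadjusted p under 0.05. Same-numbered libraries also deviated together from their group means, with r = 0.402 for replicate 1 and r = 0.269 for replicate 2 across the 12740 tested genes, which are not independent replicates. With 2 controls the crossed pairs give the same values with the opposite sign. Control 2 and cKO 3, which share a set but not a number, gave r = 0.151. Each same-numbered pair also lies inside a set, so these r values cannot tell the numbering from the sets. Results are therefore given without a block, with the replicate number as a block, with the set as a block, and within each set. The first set compares 1 control with 1 cKO library and the second 1 control with 2, so differences within a set have no p-value.

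The deleted gene was examined first. *Hdac1* (ENSMUSG00000028800.9) lies on the minus strand of chromosome 4, from 129193348 to 129219957 (mm9), and encodes a protein. Its expression was 8.95 and 13.1 FPKM in the controls and 1.95, 3.12 and 3.37 FPKM in the cKO libraries, with means of 11.03 ± 2.94 FPKM (SD, n = 2) and 2.81 ± 0.759 FPKM (SD, n = 3). The cKO libraries held 17.6%, 28.3% and 30.5% of the control mean, so some *Hdac1* signal was left in each of them. The log2 fold change was −1.66 (SE 0.21), with an unadjusted limma p of 5.16e-05 and an adjusted p of 0.219 over all tested genes. Over the 12 tested genes that were fixed beforehand the adjusted p was 0.000619. With the replicate block (pairing r of 0.402 and 0.269) the log2 fold change was −1.77 with an adjusted p of 0.0115, and with the set as a block −1.74 with an adjusted p of 0.00389. It was −1.76 in the first set and −1.73 in the second. Among the alternatives with a test, the pseudocount of 0.1 moved the fold change most, to −1.95, and the adjusted p ranged from 0.00389 to 0.931.

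The other class I deacetylases address whether related genes change when *Hdac1* is deleted. *Hdac2* was at 30.6 and 38.6 FPKM in the controls and 28.6, 34.8 and 34.6 FPKM in the cKO libraries (log2 fold change −0.08, adjusted p = 0.978). *Hdac3* had a log2 fold change of 0.04 (adjusted p = 0.989). *Hdac8* rose from 7.24 and 7.59 FPKM to 8.05, 9.77 and 10.7 FPKM, a log2 fold change of 0.31 that did not pass correction (adjusted p = 0.955 over all genes and 0.313 over the fixed genes). The mean of these 3 genes differed by 0.09 on the log2 scale (exact permutation p = 0.5), by 0.04 with the replicate block (pairing r of 0.402 and 0.269) and by 0.05 with the set block. Within the sets it differed by 0.07 and 0.04.

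**Figure D1:**
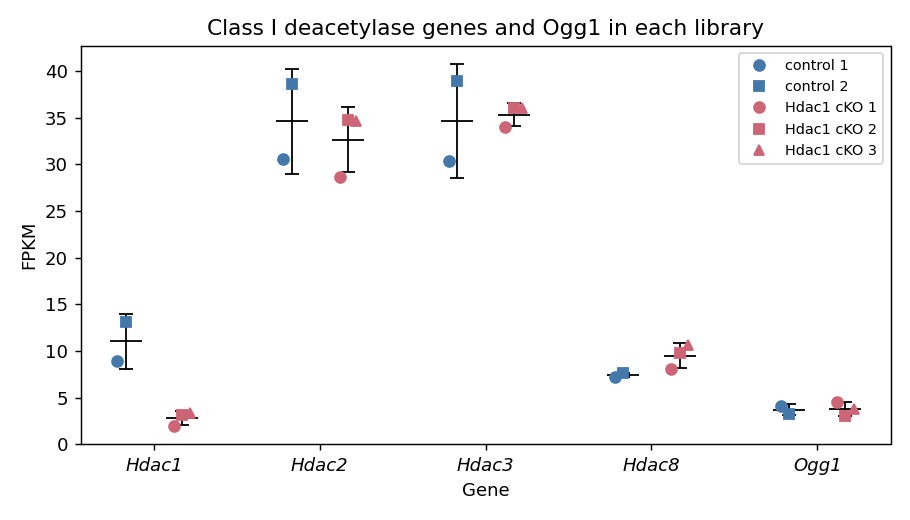
FPKM of the class I deacetylase genes and *Ogg1* in each library, with controls in blue, cKO in red, and marker shapes for replicate numbers; horizontal lines are group means and error bars are SD (control n = 2, cKO n = 3). The cKO libraries sit between 1.95 and 3.37 FPKM for *Hdac1*, while the groups overlap for *Hdac2*, *Hdac3* and *Ogg1*.

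*Ogg1* encodes the DNA glycosylase whose activity the study followed, and the comparison asks whether its transcript differs at 3 months. The gene (ENSMUSG00000030271.8) lies on the plus strand of chromosome 6, from 113276966 to 113285062, and 232 of its 2034 exonic nt overlap exons of *Camk1* on the opposite strand. It was at 4.14 and 3.27 FPKM in the controls and 4.51, 3.03 and 3.76 FPKM in the cKO libraries, with means of 3.70 ± 0.614 FPKM (SD, n = 2) and 3.77 ± 0.742 FPKM (SD, n = 3). The log2 fold change was 0.01 (SE 0.17, adjusted p = 0.993), a difference far inside the range of the replicates. It was 0.0087 with the replicate block, 0.06 with the set block, and 0.10 and 0.04 within the sets. Rescaling to a common total turned it to −0.04, where the median of all genes was −0.05.

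The remaining fixed genes were *Kl* and 7 genes whose promoters the study had probed in aged mice. Their log2 fold changes were −0.05 for *Kl*, −0.03 for *Cdc25b*, 0.01 for *Sertad1*, −0.03 for *Stk40*, 0.10 for *Prkcd*, −0.23 for *Gpx3* and 0.14 for *Slc18a2*, and the smallest adjusted p among them was 0.955. Under the replicate block (pairing r of 0.402 and 0.269) *Kl* was at 0.04 and *Stk40* at 0.06, so their direction changed, and *Sertad1* turned to −0.0053 with the set block. *Slc4a5* was not tested, with 0.281 and 0.0285 FPKM in the controls and 0.126, 0.367 and 0.0300 FPKM in the cKO libraries. Of the 13 fixed genes 12 were tested. Only *Hdac1* passed an adjusted p of 0.05 over this list, and 0 passed over all genes, where 555 genes in total were under an unadjusted p of 0.05.

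Across all tested genes, 84 passed a fold change of 1.5 and an unadjusted p of 0.05, of which 51 were higher and 33 lower in *Hdac1* cKO. Their median absolute log2 fold change was 0.767, and 41 of them had a mean under 5 FPKM. An unadjusted p under 0.05 alone was reached by 555 genes, where 637 would be reached by chance. The groups did not overlap in 70 of the 84 genes, and in 2600 of all 12740 tested genes (20.4%, with 20% given by chance for 2 against 3). With the replicate block (pairing r of 0.402 and 0.269) 133 genes passed the threshold, 75 higher and 58 lower, and 76 genes passed both with and without it. With the set block 95 passed, 60 higher and 35 lower, and 75 passed both with and without that block. The number under an unadjusted p of 0.05 rose to 1430 with the replicate block and 1190 with the set block. Among the alternatives at this threshold the count ranged from 31 without moderation of variances to 166 after rescaling to a common total. In the latter 41.0% of the genes were higher in place of 60.7%. That rescaling also loosened the filter and the pseudocount, with 13525 genes tested. Other groupings of the same libraries gave counts from 41 to 193. The 4 groupings with more than 84 genes (from 94 to 193) each took their pair from inside one set of libraries. Among groupings whose pair crosses the sets, as the genotype split does, the others gave 73, 58, 54, 42 and 41.

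**Figure D2:**
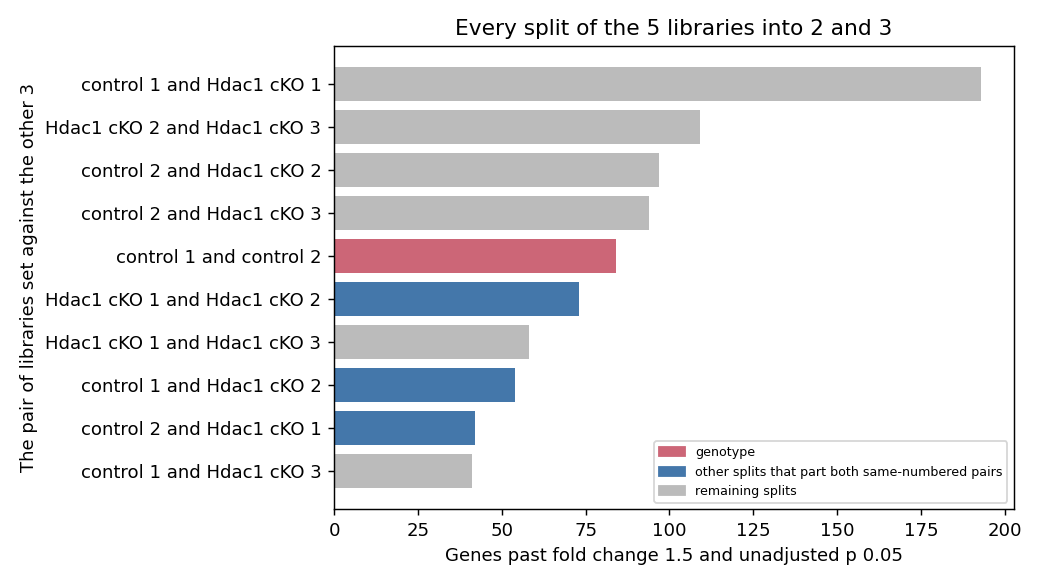
Number of genes past a fold change of 1.5 and an unadjusted p of 0.05 (horizontal axis) for each of the 10 splits of the 5 libraries into 2 and 3, named by the pair set against the rest. The genotype split (red) gave 84 genes, the 3 other splits that part both same-numbered pairs (blue) gave 42 to 73, and the split of control 1 with cKO 1 from the rest gave 193.

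**Figure D3:**
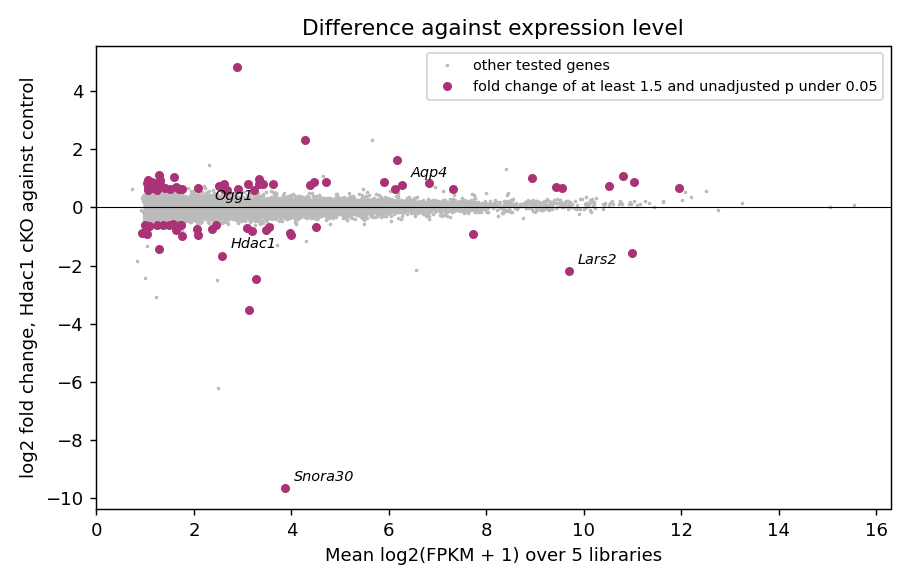
Log2 fold change of *Hdac1* cKO against control (vertical axis) by mean log2(FPKM + 1) over the 5 libraries (horizontal axis), one point per tested gene, with the 84 genes past a fold change of 1.5 and an unadjusted p of 0.05 in purple. Of the purple points 41 have a mean under 5 FPKM, *Snora30* is the lowest point at −9.65, and *Ogg1* sits at 0.01.

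At an adjusted p of 0.05 a single gene passed, *Snora30*, which lies outside the naming rule and was chosen after its values were seen. It encodes a small nucleolar RNA on chromosome 7 (134671388 to 134671517, plus strand), inside the gene *Srcap* on the same strand. It was at 426 and 1502 FPKM in the controls and listed at 0 in the 3 cKO libraries (adjusted p = 0.000151). FPKM of 7 other short RNA genes also went from 0 to at least 10 between libraries of one group, for example *Snora5c*, listed at 5533 FPKM in control 1 and at 0 in the other libraries. With the replicate block (pairing r of 0.402 and 0.269) 14 genes passed the adjusted p, with the set block 5, and 4 passed in both. The 5 with the set block were *Snora30* (7.19e-05), *Hdac1* (0.00389), *Aqp4* (0.0187), *Scarna3a* (0.0320) and *Hopx* (0.0457). The 14 with the replicate block did not include *Hopx*, which shares 410 of its 2099 exonic nt with *Gm15830* on the opposite strand. Beyond the other 4 of these genes they were *Amd1*, *Eif3j2*, *Ifi27l2a*, *Lars2*, *Scarna3b*, *Snhg9*, *Snora21*, *Snora34*, *Snora43* and *Snora47*. cKO replicate 3 has no weight in that fit and does not bear out several of these calls. It was at 35.5 FPKM for *Snora47* (controls 38.5 and 35.7), 16.2 for *Snhg9* (17.5 and 11.7) and 17.7 for *Amd1* (39.3 and 16.9). *Snora34*, higher in that fit, was listed at 0 there. For *Lars2*, *Ifi27l2a*, *Scarna3b* and *Snora21* it lay on the side of the other cKO libraries.

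Among the named decreases, *Lars2* went from 1575 and 2639 FPKM to 338, 236 and 1130 FPKM (log2 fold change −2.18, adjusted p = 0.955). *Rn45s*, the ribosomal RNA precursor, fell by 1.56 on the log2 scale, from 4634 and 3220 FPKM to 2693, 573 and 1440 FPKM (adjusted p = 0.955). The libraries were made from total RNA. Whether they kept equal shares of ribosomal RNA was not tested, so this fall cannot be read as a change in the cells. *Ifi27l2a* fell by 1.42, from 4.10 and 2.77 FPKM to 0.504 and 1.94 FPKM in cKO replicates 1 and 3, while it was listed at 0 in cKO replicate 2. The exons of *Ifi27l2a* share 215 of 463 nt with *Ifi27l2b* on the same strand, so its reads are uncertain. *Tshz2* (chromosome 2, 169458671 to 169897316, plus strand) went from 21.6 and 23.8 FPKM to 11.2, 13.7 and 9.03 FPKM, with a log2 fold change of −0.96 (SE 0.16, adjusted p = 0.601). It overlaps *Gm16898* on the opposite strand over 5111 of its 7659 exonic nt. The named increases were *Cox6b2* (1.13), *Scarna3a* (1.06), *Scarna3b* (0.996), *Igf2* (0.96) and *Znf41-ps* (0.93), with adjusted p-values of 0.843 to 0.955. *Cox6b2* was listed at 0 in control 2 and at 1.32 FPKM in control 1, against 2.20, 1.85 and 3.02 FPKM in the cKO libraries. *Igf2* went from 7.53 and 4.41 FPKM to 12.8, 9.40 and 15.2 FPKM. It shares 98 of its 5493 exonic nt with *Igf2as* on the opposite strand. *Scarna3a* and *Scarna3b* are short RNA genes inside *Rfwd2* and *Dcaf5*. Short transcripts were not searched for copies. Under the replicate block (pairing r of 0.402 and 0.269) the log2 fold change was −2.85 for *Lars2*, −1.84 for *Ifi27l2a* and 1.25 for *Scarna3b*, each past an adjusted p of 0.05.

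Short RNA genes made up a large part of the threshold list. Of 34 tested short RNA genes 12 passed (35.3%), 10 higher and 2 lower, against 72 of 12706 other genes (0.567%, Fisher's exact p = 1.45e-18 across genes, which are not independent). Some pairs of near-identical genes moved in opposite directions. Others moved the same way, such as *Hist1h2bf* (0.64) with *Hist1h2bm* (0.75) and *Rpl26* (0.88) with *Gm15772* (0.16). *Amd1* fell by 2.46 and *Amd2* rose by 0.62 on the log2 scale, and their transcripts are 99.6% identical over 3201 nt. Leaving out 1 library at a time, *Amd1* went from −3.43 to −1.36 and *Amd2* from 0.17 to 1.07. *Tdg*, a base excision repair gene, fell by 0.76 and its pseudogene *Gm9855* rose by 0.79, with 99.3% identity over 1242 nt. The match covers 1242 of the 3502 nt of the longest *Tdg* transcript. How reads in the matching stretches were assigned is not known, so the values of each single copy are uncertain. The summed FPKM of *Amd1* and *Amd2* was 78.0 and 90.1 in the controls and 82.2, 96.4 and 92.9 in the cKO libraries. For *Tdg* and *Gm9855*, summed by transcript length in FPKM of *Tdg*, it was 8.64 and 7.43 against 6.96, 6.60 and 6.64. These genes were chosen after their values were seen.

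The study displayed a group of genes as lower in aged cKO hippocampus, and the next comparison asks whether they already differ at 3 months. Of 31 such genes 27 were tested. The aged libraries behind that display were made by another method, so values are compared between genotypes at 3 months only. Their mean log2(FPKM + 1) was 2.62 ± 0.0433 in the controls (SD, n = 2) and 2.65 ± 0.0153 in *Hdac1* cKO (SD, n = 3), a difference of 0.04 (exact permutation p = 0.2). The difference was 0.03 with the replicate block (pairing r of 0.402 and 0.269), 0.04 with the set block, and 0.00034 and 0.07 within the sets, and rescaling to a common total, which moved the median of all genes from 0.01 to −0.05, turned it to −0.01. Their median lay at percentile 39.1 of random lists. Of 4 cyclin and CDK inhibitor genes 2 were tested and differed by −0.06 (exact permutation p = 0.7), by 0.0043 with the replicate block, by −0.04 with the set block, and by 0.11 and −0.16 within the sets. For base excision repair, the pathway of OGG1, 16 of 20 genes were tested. They differed by −0.07 (exact permutation p = 0.5), by −0.07 and −0.09 with the replicate and set blocks, by −0.07 and −0.09 within the sets, and by 0.05 with a minimum mean of 5 FPKM. Without control 1 the difference was −0.13, and without control 2 it was −0.0092. Only *Tdg* passed an adjusted p over that list alone (0.0360), and part of its transcript matches *Gm9855*. Of these 3 lists, 0 genes passed an adjusted p of 0.05 over all genes, and 1 gene of the first list, 0 of the second and 1 of the third had an unadjusted p under 0.05. The gene of the first list was *Gstm2*, which was higher in cKO (0.60) and not lower as in aged mice. With the replicate block *Gstm2* (0.64), *Gpx8* (0.33) and *Slco1c1* (0.23) were higher at an unadjusted limma p under 0.05, and *Slc31a1* (−0.35) was lower.

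Marker genes of cell types address the composition of the tissue at 3 months. The study had examined this by staining and reported no significant change in neurons, astrocytes or microglia at that age. RNA of marker genes is a different measure from stained cells. Astrocyte markers (15 genes) had a mean of 6.30 ± 0.0226 in the controls (SD, n = 2) and 6.43 ± 0.0484 in *Hdac1* cKO (SD, n = 3), a difference of 0.13, with every cKO library above both controls (exact permutation p = 0.1, the smallest possible). It was 0.11 with the replicate block (pairing r of 0.402 and 0.269), 0.14 with the set block, and 0.12 and 0.15 within the sets. After rescaling to a common total it was 0.07 (exact permutation p = 0.5). Of its genes 10 were higher and 5 lower, and *Aqp4* and *Gfap* passed an adjusted p over the list alone (0.000412 and 0.0406). Neuron markers (15 genes) differed by −0.11 (exact permutation p = 0.3), with 13 genes lower and 2 higher, by −0.14 and −0.12 with the replicate and set blocks, and by −0.05 and −0.18 within the sets. Without a block 2 of these genes had an unadjusted limma p under 0.05. With the replicate block *Rbfox3*, *Syt1*, *Nefm*, *Grin1*, *Slc17a7*, *Stmn2* and *Eno2* were lower at that level, and *Map2* was higher. Oligodendrocyte markers differed by 0.13 (exact permutation p = 0.4), by 0.06 and 0.13 with the blocks, and by 0.00025 and 0.23 within the sets, so the first set did not show it. Microglia markers differed by 0.01 (exact permutation p = 0.8), by −0.04 and −0.03 with the blocks, and by 0.02 and −0.06 within the sets. Medians lay at percentiles 98.9 for astrocytes, 0.03 for neurons, 98.9 for oligodendrocytes and 42.8 for microglia among random lists. Over the 8 lists compared, adjusted exact p-values ranged from 0.667 to 0.8, so none passed. With a smallest exact p of 0.1 none could pass, so this does not show that the lists are unchanged.

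**Figure D4:**
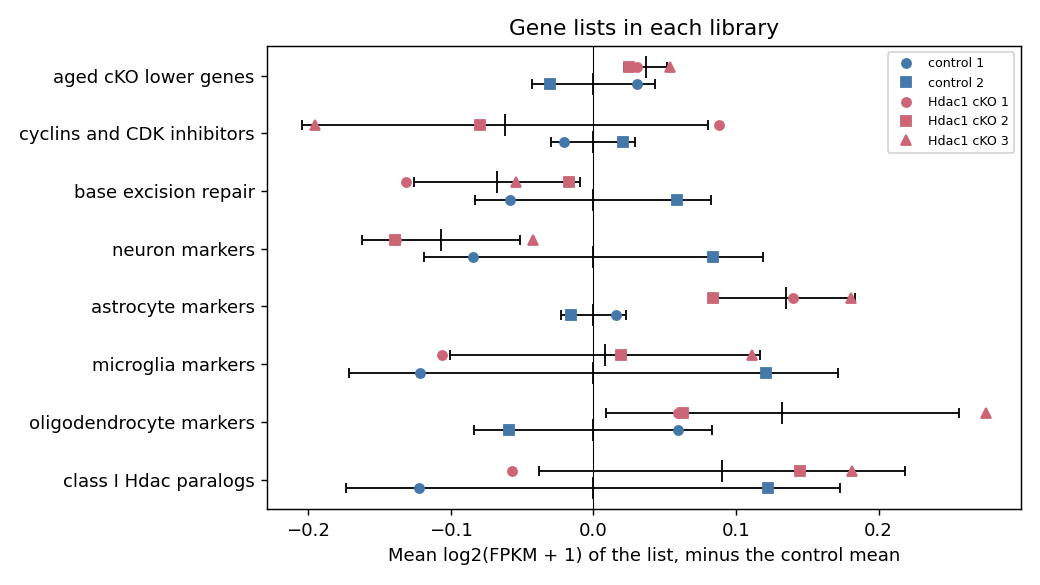
Mean log2(FPKM + 1) of the tested genes of each list in each library, minus the control mean (horizontal axis), with one point per library, vertical ticks at group means and error bars of SD (control n = 2, cKO n = 3). The astrocyte markers, whose means differ by 0.13, show a gap between the highest control and the lowest cKO point, and in most other lists the points of the groups mix.

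*Aqp4*, an astrocyte water channel gene on the minus strand of chromosome 18 (15547903 to 15562193), was at 54.4 FPKM in both controls and at 89.4, 98.4 and 94.6 FPKM in the cKO libraries. *Aqp4* and *Gfap* were chosen after their values were seen. The log2 fold change of *Aqp4* was 0.78 (SE 0.09, adjusted p = 0.175), 0.78 with the replicate block (adjusted p = 0.0249, pairing r of 0.402 and 0.269), 0.77 with the set block (adjusted p = 0.0187), and 0.71 and 0.81 within the sets. Over the alternatives its adjusted p ranged from 0.0187 to 0.884. *Gfap* went from 309 and 263 FPKM to 374, 364 and 415 FPKM, a log2 fold change of 0.43 (adjusted p = 0.955).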

Values the study reported

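In 3-month-old hippocampus the study reported 115 differentially expressed genes between *Hdac1* cKO and control mice, 52 of them higher and 63 lower. In aged hippocampus it reported 479 such genes, of which 397 were lower in *Hdac1* cKO. The aged libraries were made by a digital gene expression method that reads transcript ends, and not with the total RNA kit. The counts at the ages therefore differ in method as well as in age. The mean yield it gave was 14,217,977 sequencing reads per sample, without a value for each library or each library method.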

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

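The set of libraries as a block and the narrower rule for short RNA genes were chosen after seeing the data; the other settings were not. Of 744 comparisons of a result with an alternative (46 results, 21 alternatives), 642 were classed as unchanged. For single genes with a test this meant the same direction and the same side of the p threshold. That p was unadjusted for *Hdac1* and *Ogg1* and adjusted for the rest. Lists had no threshold. With a control left out, a value also had to stay within the replicate spread. Counts of genes could differ, such as 103 without a filter against 84. The FPKM filters, variance settings and removal of short RNA genes leave each gene's fold change as it was. The 642 are therefore not a rate of robustness. *Hdac1* was lower under each alternative, with log2 fold changes from −1.95 to −1.48 where a test could be made, but its adjusted p ranged from 0.00389 with the set block to 0.931 without moderation of variances. Repeated symbols were not treated separately because no symbol repeats. Leaving out a control leaves 1 control, so only values are given there.

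The count of genes past the threshold, 84, moved under many settings. It was 142 with a pseudocount of 0.1 (81 higher, 61 lower, 83 shared with the 84), 43 with a minimum mean of 5 FPKM (29 higher, 14 lower, all 43 among the 84) and 166 after rescaling to a common total (98 lower, 81 shared). In that last setting 41.0% were higher, against 60.7% without rescaling. It raised all values against an unchanged filter and pseudocount, so 13525 genes were tested and fold changes of low genes were less damped. The median log2 fold change of all genes was 0.01 without rescaling and −0.05 with it. Without moderation of variances 31 genes passed (20 higher, 11 lower), all among the 84. With the replicate block 133 passed (58 lower, 76 shared), and pairing r was 0.402 and 0.269. Fold changes of group mean FPKM gave 146 genes (79 higher, 67 lower). A fold change of at least 2 left 13 (6 higher, 7 lower), and an unadjusted p under 0.01 left 50 (33 higher, 17 lower). Across the fits that each left out 1 cKO library the count went from 92 to 151, the lower genes from 33 to 82, and the genes at an adjusted p of 0.05 from 1 to 3. Without cKO replicate 1 the share that was higher was 45.7%. The cause of these shifts was not tested.

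At an adjusted p of 0.05, 14 genes passed with the replicate block and 5 with the set block. Without moderation of variances 0 passed (644 at an unadjusted p under 0.05), and *Snora30* then had an adjusted p of 0.884, against 8.65e-06 to 0.884 over its alternatives. After removing genes by the rules for short RNA symbols 0 passed (547 unadjusted by the broad rule, 549 by the narrower rule), since *Snora30* is itself removed by both. Among single named genes other than *Hdac1* and *Ogg1*, and the lists added later, 24 comparisons changed other than in direction: 1 weaker, 10 stronger and 13 moved beyond the replicate spread. Of the 10 stronger ones most came with a block, and the 13 came from leaving out a control, which also moved the neuron list and the list of genes lower in aged cKO.

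Small differences changed sign. After rescaling to a common total *Ogg1* was at −0.043, *Hdac3* at −0.028, *Sertad1* at −0.046, the list of genes lower in aged cKO at −0.015, microglia markers at −0.056, radial glia markers at −0.045 and reactive astrocyte markers at −0.044. These shifts of −0.052 to −0.075 are close to that of the median of all genes, −0.061, so the changes of sign say nothing about these genes. All values rose in that setting while the filter and the pseudocount stayed as they were. Thus 13525 genes were tested and lists could gain members, so the shifts may not come from the scaling alone. With the replicate block *Kl* was at 0.037, *Stk40* at 0.057, cyclins and CDK inhibitors at 0.0043, microglia markers at −0.043 and reactive astrocyte markers at −0.074. With the set block *Sertad1* was at −0.0053, microglia markers at −0.025 and reactive astrocyte markers at −0.0104. With a minimum mean of 5 FPKM base excision repair was at 0.052, radial glia markers at −0.035 and reactive astrocyte markers at −0.16, and without a filter the last were at −0.047. Median-ratio size factors gave −0.0077 for microglia and −0.0022 for radial glia markers, again by the shift of the median of all genes (−0.0146, against −0.0159 and −0.0148), and quantile normalization −0.0085 for microglia markers. The filters on FPKM change which genes a list holds and leave the fold change of each gene as it was. With a minimum mean of 5 FPKM the base excision repair list lost *Tdg* (−0.76), and the reactive astrocyte list kept only *Serpina3n* (0.095) and *C4b* (−0.42). Apart from the filters, rescaling to a common total and size factors, the cause of these changes was not tested.

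Leaving out 1 library at a time, the log2 fold change went from −0.12 to 0.15 for *Ogg1*, −0.24 to 0.085 for *Hdac2*, −0.14 to 0.21 for *Hdac3*, −0.29 to 0.20 for *Kl*, −0.105 to 0.074 for *Cdc25b*, −0.22 to 0.25 for *Sertad1*, −0.11 to 0.057 for *Stk40* and −0.52 to 0.061 for *Gpx3*. Some genes kept their direction but changed in size, such as *Cox6b2* (0.52 to 1.73) and *Rn45s* (−2.09 to −0.97). List differences went from 0.0061 to 0.067 for genes lower in aged cKO, −0.14 to 0.0043 for cyclins and CDK inhibitors, −0.19 to −0.023 for neuron, −0.11 to 0.13 for microglia, −0.032 to 0.21 for class I deacetylase, −0.061 to 0.086 for radial glia and −0.074 to 0.13 for reactive astrocyte genes. Base excision repair genes went from −0.13 to −0.0092 and neuronal progenitor genes from −0.27 to −0.11, with both extremes from leaving out a control. Leaving out cKO replicate 3 gives the same estimates for single genes as the replicate block, because that library has no partner.

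Depth limits low genes most. The library with the lowest estimated depth, cKO replicate 2, has 10.3 fragments for a 2 kb transcript at 1 FPKM, and 41 of the 84 genes had a mean under 5 FPKM.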

Other observations

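The tests of the sets of libraries, of other blocks, of splits that part same-numbered pairs, of shared reads, of short RNA and of *Aqp4* and progenitor genes were chosen only after the result was seen; those over all splits and of choroid plexus, thalamus, neuronal activity and sex were not.

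Other splits of the libraries gave as many genes as the genotypes. Of the 10 splits into 2 and 3, 5 gave at least the 84 genes of the real split, the real one included, and control 1 with cKO 1 against the rest gave 193 genes past the threshold and 209 at an adjusted p of 0.05. That split follows the sets of libraries, and the other splits with more than 84 genes also took their pair from inside one set. The sets hold both genotypes, so they are not the same contrast. Among the 6 splits whose pair crosses the sets the real one gave the most genes, against 73, 58, 54, 42 and 41, but 6 splits are too few to set chance aside. Of the 4 splits that part both same-numbered pairs, 1 gave as many genes, which was the real split, and the others gave 54, 42 and 73. With 4 or 10 splits the share cannot be under 0.05. With the set as a block 75 of the 84 genes stayed past the threshold. Of the 6 ways to form a block from 1 control and 1 cKO library, 1 gave as many genes at an unadjusted p under 0.05, the set itself with 1190, against 336 to 959 for the rest. By genes past the threshold the set did not stand out, with 95 against 96, 101 and 107 for 3 other blocks and 93 for each of the remaining ones. At an adjusted p of 0.05 the set gave 5 genes and each other block 1. The 6 ways are too few to decide. What separates the sets was not tested. No biological explanation of the sets was tested either.

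The number of lower genes past the threshold was 33. That is lower than the value quoted from the study above, but the count depends on the settings. It was 67 with fold changes of group mean FPKM, 61 with a pseudocount of 0.1 and 58 with the replicate block. It was 98 after rescaling to a common total, 14 with a minimum mean of 5 FPKM and 11 without moderation of variances. The difference from the study therefore cannot be told apart from the choice of settings. The estimated depth was 5140000 to 6770000 fragments per library. That is lower than the mean yield quoted from the study above, which counts sequenced reads and not the fragments behind FPKM.

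Tissue and animals were weighed as sources of the 84 genes. The ratio of the difference between group means to the widest range within a group was 0.363 for choroid plexus markers, 0.384 for neuronal activity (immediate early genes) and 0.763 for thalamus markers, so the difference of means was smaller than the widest range within a group in each list. The thalamus list nevertheless had every cKO library lower than both controls, at 2.51, 2.43 and 2.56 against 2.62 and 2.59 (difference −0.11, exact permutation p = 0.2). It kept that sign with the replicate block (−0.14), with the set block (−0.10) and within the sets (−0.11 and −0.09), so less thalamus tissue in the cKO dissections is not excluded. Of the 8 tested thalamus genes 5 were lower and 3 higher, and their median lay at percentile 17.3 of random lists. The choroid plexus list differed by 0.75 (exact permutation p = 0.5), by 1.21 with the replicate block and 0.82 with the set block, but by −0.17 in the first set and 1.56 in the second. Its median lay at percentile 100 of random lists. The libraries were at 2.34 and 0.916 in the controls and 2.17, 3.51 and 1.45 in the cKO group, so this tissue varied between libraries of both groups. Single markers did pass the threshold. *Calml4* of the choroid plexus list was at 1.97 and 2.41 FPKM in the controls and 3.44, 6.42 and 3.01 FPKM in the cKO libraries, and *Slc17a6* of the thalamus list at 6.08 and 6.09 against 3.94, 4.51 and 2.62 FPKM. These genes could reflect dissection, and the lists as a whole do not settle single genes. *Ttr*, a choroid plexus gene, was at 157 and 1.33 FPKM in the controls and 67.9, 589 and 20.7 FPKM in the cKO libraries. *Xist* reached at most 0.0151 FPKM and 4 Y-linked genes were expressed in all 5 libraries, so sex did not differ between the groups. Of the immediate early genes 13 of 15 were lower in cKO, and their median lay at percentile 0.01 of random lists. The list differed by −0.06 with the replicate block and −0.13 with the set block, but by 0.0081 in the first set and −0.23 in the second.

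Reads shared between near-identical genes may explain the opposite changes of *Amd1* and *Amd2*, whose transcripts have nearly the same length. Their summed FPKM had a log2 fold change of 0.11 and a limma p of 0.373. The pair was picked because its members moved in opposite directions, which favours a small change of the sum. These changes cannot be told apart from reads assigned differently between copies. For *Tdg* and *Gm9855* the sums do not decide. The summed FPKM had a log2 fold change of 0.17 and a limma p of 0.199, but the transcripts measure 3502 and 1242 nt, so this sum does not conserve reads moved between them. Summed by length, in FPKM of *Tdg*, the values were 8.64 and 7.43 in the controls and 6.96, 6.60 and 6.64 in the cKO libraries, lower in 3 of 3, with a log2 fold change of −0.22 and a limma p of 0.0998. The part of *Tdg* outside the match was not tested apart. *Hba-a2* (2.32) and *Hba-a1* (−2.49) also moved in opposite directions, and their sum was not tested. Whether copies are more common in the whole threshold list could not be decided. A Fisher's exact test gave 5.53e-06 (10 of 64 genes against 304 of 11965), but only 76.2% of the 84 genes have a transcript long enough to search, so this check is void.

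Genes taken by the narrower rule for short RNA varied 3.83 times as much within groups as other genes of the same level (median SD of 0.461 against 0.121 on the log2 scale), and 3.88 times without the 3 long genes among them. Uneven recovery of short RNA between libraries is therefore a candidate explanation for their large share of the threshold list. The values of *Snora30*, listed at 0 in the 3 cKO libraries, cannot be told apart from unstable FPKM estimates, because 7 other short RNA genes were at 0 in one library and at 10 FPKM or more in another of the same group, as were 3 other genes.

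In the fit without a block *Aqp4* had the smallest unadjusted limma p of any coding gene, 2.75e-05, next to 5.16e-05 for *Hdac1*. With the set block *Hdac1* was ahead (6.11e-07 against 4.40e-06). With the replicate block *Hdac1* (2.71e-06), *Amd1* (5.36e-06) and *Lars2* (1.35e-05) were among those ahead of *Aqp4* (2.13e-05). *Aqp4* was higher in 3 of 3 cKO libraries than in both controls, by 0.71 in the first set and 0.81 in the second, so the sets do not account for it. *Hopx* (0.64), *Fabp7* (0.83) and *Ednrb* (0.47), also expressed in astrocytes, were higher too, but like *Aqp4* they were chosen after their values were seen. More astrocytes overall would move the rest of the list, yet without *Aqp4* and *Gfap* the astrocyte list differed by 0.06 (8 higher, 5 lower), 0.621 of the widest range within a group. Leaving out the genes that passed lowers this difference by construction. With the set block *Slc1a2*, *Slc1a3*, *Gja1* and *Acsbg1* of the remaining genes were also higher at unadjusted limma p-values of 0.0086 to 0.028. Without a block these were 0.063 to 0.084. A small rise in astrocytes is therefore not excluded by these RNA values. By staining, the study found astrocyte number, astrocyte size and GFAP signal unchanged in cKO mice of this age, which speaks against such a rise. Radial glia markers gave a ratio of 0.0593 and reactive astrocyte markers 0.0779, so neither list separated the groups. A change in a few astrocyte genes beyond that of the rest of the list may be present at 3 months in *Hdac1* cKO. This is a hypothesis from the same 5 libraries, and after rescaling to a common total the adjusted p of *Aqp4* was 0.518, within a range of 0.0187 to 0.884 over its alternatives. The neuronal progenitor list, in contrast, had 8 of 8 tested genes lower, with a difference of −0.19 (exact permutation p = 0.1), −0.17 with either the replicate block or the set block, and −0.21 and −0.14 within the sets. The difference was −0.11 without control 1 and −0.27 without control 2. The ratio of this list was 1.19. The other 4 genes of the list had a mean under 1 FPKM, and some of them ran higher in cKO, such as *Mki67* (0.225 and 0.314 FPKM against 0.244, 0.405 and 0.406). Without the filter the difference was −0.10 (exact permutation p = 0.1). Of the tested genes only *Tbr1* (−0.53) had an unadjusted limma p under 0.05, and *Calb2* is also in the thalamus list. Whether the tested genes mark progenitors alone in this tissue was not tested. Fewer neuronal progenitors could give this, and so could the difference in dissection left open above. In addition 20% of lists separate 2 from 3 libraries by chance, so the data cannot decide.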
